# Cell passage number drives transcriptomic drift as an overlooked factor in experimental reproducibility

**DOI:** 10.1038/s41598-025-29424-1

**Published:** 2025-11-21

**Authors:** Shuai Liu, Hailun Peng, Junyan Meng, Liyuan Zhuo, Shaoping Fu, Wei Yang

**Keywords:** Cell passage, Reproducibility, Cell culture, Cancer, Computational biology and bioinformatics

## Abstract

The reproducibility of scientific research has been increasingly challenged in recent years. While extrinsic factors (e.g., cross-contamination, mycoplasma infection, serum variability) are well-studied, the role of intrinsic attributes like cell passage number remains underexplored. Using two tumor cell lines (ACHN and Renca), we employed RNA sequencing to analyze transcriptomic dynamics across passages (P3 to P39). Results revealed a nonlinear transcriptomic shift: mid-passage cells (P10/P11, P17) showed heightened activity in cell cycle, metabolism, and stress response, whereas low (P3) and high passages (P24/P39) exhibited stable and similar profiles. KEGG analysis indicated significant alterations in signaling, immune, and metabolic pathways during passaging. This study demonstrates that passage number shapes transcriptional landscapes and impacts experimental reproducibility. We advocate for strict passage control and explicit reporting of passage information to enhance reliability. These findings underscore the need for standardized cell culture practices to improve research reproducibility.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-29424-1.

## Introduction

Recent years have witnessed rapid technological advancement, leading to an unprecedented generation of scientific data that has greatly accelerated research progress and the exploration of biological mechanisms. However, a survey conducted by Baker in 2016 revealed that nearly 80% of biological researchers were unable to reproduce others’ experimental results, with 60% failing to replicate their own experiments^1^. This phenomenon has cast a shadow over the credibility and sustainable development of scientific research.

Animal cell culture technology, which maintains cell growth, proliferation, and basic structure and function by simulating the in vivo environment in vitro, has become a widely used core methodology in cell biology research. To date, cell-based models have accumulated vast amounts of experimental data covering various fields including gene expression regulation, protein interaction networks, drug screening, and disease mechanisms, fully demonstrating the important role of cell platforms in modern life science research. However, significant discrepancies often exist in research results obtained by different laboratories using the same cell line, making the reproducibility of experimental results an increasingly prominent issue. This problem not only affects the reliability of scientific conclusions but also leads to substantial waste of human, material, and financial resources.

Existing studies have shown that extrinsic factors such as cell line misidentification, cross-contamination, poor annotation^2,3^, mycoplasma infection^4–7^, and fetal bovine serum variations^8,9^ are among the main causes of irreproducibility in cell experiments. However, compared to these extensively studied extrinsic factors, the impact of intrinsic cellular attributes on experimental results remains systematically underinvestigated, particularly regarding the critical variable of cell passage number. This factor may influence experimental reproducibility by affecting cellular gene expression. Therefore, conducting in-depth and systematic evaluation of the impact of cellular intrinsic factors on experimental reproducibility is of great significance for enhancing the scientific rigor and reliability of research.

In this study, we hypothesize that cell passage number serves as a critical intrinsic factor influencing the reproducibility of cell-based experiments by inducing dynamic transcriptomic alterations during serial passaging. To test this hypothesis, we selected two commonly used tumor cell lines, Renca and ACHN, as research models. After thawing (designated as P0), cells were continuously passaged at a 1:4 ratio up to P39. Cells were collected at passages P3, P10/11, P17, P24, and P39 for RNA sequencing analysis. This comprehensive transcriptome-level assessment aims to (1) reveal gene expression dynamics across passages, (2) elucidate the intrinsic biological changes during passaging, and (3) to provide a theoretical basis and critical awareness for understanding the potential mechanisms by which cell passaging affects experimental reproducibility.

## Materials and methods

### Cell culture

ACHN and Renca cell lines were purchased from Procell Life Science & Technology Co., Ltd. (originating from ATCC) and authenticated by STR profiling. We cultured cells in DMEM (#C11995500BT, Gibco) with 10% FBS (#FSP500, ExCell Bio) at 37 °C in a humidified incubator with 5% CO₂. Following thawing (designated P0), cells were passaged at a 1:4 ratio every 3 days upon reaching 80–90% confluence. To minimize batch-to-batch variation, a single large batch of DMEM and FBS was used throughout the entire passaging process from P0 to P39. We tested for mycoplasma contamination (Vazyme) before every passage and at the experiment endpoint, and all results were negative.

### RNA sequencing

Total RNA was extracted using Trizol reagent. RNA purity was assessed with a NanoPhotometer® spectrophotometer (IMPLEN, CA, USA), concentration was measured using a Qubit® 2.0 Fluorometer (Life Technologies, CA, USA), and integrity (RIN value) was evaluated with an Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA). After quality control, mRNA was enriched using Oligo(dT) magnetic beads, and first-strand cDNA was synthesized with M-MuLV Reverse Transcriptase. RNA templates were degraded by RNase H, and second-strand cDNA was synthesized. Subsequent steps included end repair, poly-A tailing, adapter ligation, and size selection (~ 200 bp) using AMPure XP beads, followed by PCR amplification for library construction.

Libraries passing quality control were subjected to paired-end sequencing on an Illumina platform. Raw reads were processed with fastp (v0.23.4) to remove low-quality reads, adapter contaminants, and reads with excessive N content, yielding clean reads. rRNA contamination was eliminated by aligning reads to an rRNA database using bowtie2 (v2.4.4). The remaining reads were mapped to the reference genome using HISAT2 (v2.2.1), and mapping efficiency was calculated. Gene expression levels (FPKM) were estimated with StringTie (v1.3.4d) and RSEM (v1.3.3). Differential expression analysis was performed using DESeq2 (v1.24.0) with thresholds of FDR < 0.05 and |log_2_Fold Change|> 1.

Based on differentially expressed genes, principal component analysis (PCA), sample correlation analysis, and cluster heatmaps were generated using R (v 3.14.0). Gene Ontology (GO) annotation covered biological process (BP), cellular component (CC), and molecular function (MF) categories. Pathway enrichment analysis was conducted based on the KEGG database, with statistical significance evaluated by adjust *p* value < 0.05.

## Results

### Transcriptomic profiling of cells at different passage numbers

To investigate the impact of cell passage number on intrinsic gene expression and its potential influence on experimental outcomes, we continuously cultured ACHN and Renca cell lines and selected cells at low (P3), intermediate (P10/11, P17), and high (P24, P39) passages for RNA-seq analysis. 

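ACHN is a human line and Renca a mouse line, both from renal carcinoma. Polyadenylated RNA of 2 replicates per passage was sequenced, so that 5 passages of each of the 2 lines gave 20 libraries. The paper calls them biological replicates, and its text does not state whether they were passaged apart. If both came from 1 harvest, the p-values below do not cover variation between harvests of a passage. The second Renca group is P11 in the paper and passage 10 in the sample titles, and the paper's P11 is used here. The authors removed ribosomal reads, aligned the rest with HISAT2 and deposited FPKM values (fragments per kilobase of gene, scaled to the mapped fragments) for each gene and library. The paper names StringTie and RSEM for the FPKM values, and its text does not name the genome build or the annotation. Read counts were not used here. Relative depth was therefore read from the most common ratio between 2 libraries among genes of the lowest FPKM values, which rise in steps of single fragments. Against replicate 1 of P3 in ACHN, replicate 2 of P3 had 0.997 times its depth, the P10 libraries 0.892 and 0.889, P17 1.00 and 1.00, P24 0.911 and 1.06, and P39 0.908 and 0.930. In Renca the depths lay between 0.930 and 1.18 times that of its P3 replicate 1. Genes with a mean of at least 1 FPKM over the 10 libraries of a line were tested, which kept 11604 of 20323 listed genes in ACHN and 10738 of 22063 in Renca. Differential expression was tested with limma on log2(FPKM + 1), with all 5 passages of a line in 1 fit. On this scale a fold change understates the change of a gene near 1 FPKM. DEGs had a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 1, which are the paper's limits.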

Violin plots revealed a similar overall distribution of expression levels across all time points, indicating consistent sequencing data quality (Fig. 1A, 1B). 

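Among genes above 0 FPKM, the median of the ACHN libraries ran from 7.86 FPKM (P10 replicate 2) to 8.34 FPKM (P24 replicate 1). On a log10 scale the 10 ACHN medians spanned 0.0258. The P11 libraries had the lowest medians of Renca, at 9.44 and 9.70 FPKM. The other Renca libraries ran from 10.5 FPKM (P17 replicate 2) to 11.3 FPKM (P39 replicate 1), so that the log10 medians spanned 0.0778. More genes were above 0 FPKM in the P11 libraries of Renca (14349 and 14203) than in the other libraries of that line (13504 to 13965). In ACHN the number ranged from 14443 to 14850. When only genes at or above 0.1 FPKM were counted, the log10 medians spanned 0.0508 in Renca and 0.0315 in ACHN. The FPKM values of a library summed to between 447491 and 465133 in ACHN and to between 478315 and 494436 in Renca.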

Principal component analysis (PCA) demonstrated that cells gradually dispersed in the principal component space with increasing passages, suggesting significant alterations in gene expression profiles over serial passaging (Fig. 1C, 1D). Furthermore, sample correlation heatmaps confirmed high reproducibility among biological replicates at the same time point, while revealing progressive transcriptomic divergence across different passages, supporting systematic remodeling of the transcriptome during long-term culture (Fig. 1E, F).

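PCA on linear FPKM, centred and not scaled, used the 16603 ACHN genes and 16529 Renca genes above 0 in any library. PC1 held 69.4% of the variance in ACHN and 81.7% in Renca, and PC2 held 21.0% and 12.1%. In ACHN the P10 libraries lay farthest along PC1, at 4617 and 4784, followed by P17 at 2674 and 2765. The P3 libraries were at -2091 and -2190, P24 at -2456 and -2351, and P39 at -2905 and -2848. PC2 separated P3 (-2814 and -3312) from P24 (733 and 933) and P39 (1761 and 1776). On this axis P10 (-605 and -189) and P17 (283 and 1434.5) lay between P3 and P39. Renca had the same order along PC1, with P11 at 9960 and 8419, P17 at 2059 and 1693, P3 at -2226 and -2036, P24 at -3505 and -3592, and P39 at -5487 and -5286. The replicates of a passage lay closer to each other on PC1 than to any other passage in both lines. A small number of abundant transcripts set these axes. The 10 genes with the largest weights carried 57.8% of PC1 in ACHN, with EEF1A1, CD24 and MT-ND2 first, and 91.0% in Renca, with mt-Co2 and Fth1 among them. EEF1A1 and CD24 have pseudogene copies that could share their reads. With only the DEGs, PC1 held 97.6% in ACHN, and on the log2(FPKM + 1) scale it held 58.4% in Renca.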

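The Pearson correlation of linear FPKM across genes averaged 0.9995 between the replicates of a passage in ACHN and 0.9994 in Renca. Between passages it averaged 0.981 and 0.955. Among all ways to pair the 10 libraries of a line, the true pairing gave the highest mean correlation in both lines (one-sided exact permutation test, p = 0.00106, the smallest this design allows). In ACHN the correlation with P3 was 0.969 at P10, 0.977 at P17, 0.989 at P24 and 0.987 at P39. In Renca it was 0.933 at P11, 0.969 at P17, 0.992 at P24 and 0.978 at P39. The lowest value between passages of Renca was 0.890, between P11 and P39. On the log2(FPKM + 1) scale, the root mean square difference per gene from P3 was 0.62 at P10, 0.51 at P17, 0.24 at P24 and 0.25 at P39 in ACHN, where replicates differed by 0.18 to 0.19. In Renca it was 0.67 at P11, 0.53 at P17, 0.26 at P24 and 0.31 at P39, where replicates differed by 0.20 to 0.24. Replicate differences are between single libraries and hold more noise than differences between means of 2, so they are not the level expected without a change. A pseudocount of 0.1 moved these distances most, to 0.73, 0.60, 0.30 and 0.32 in ACHN and to 0.80, 0.63, 0.33 and 0.39 in Renca.

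**Figure D1:**
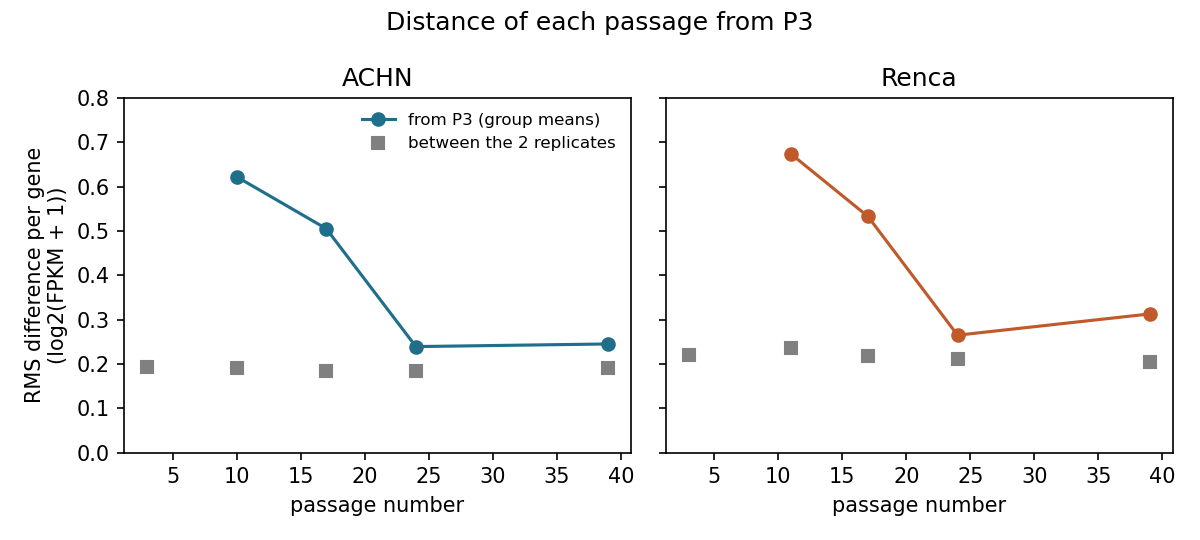
Distance of each passage from P3 in ACHN and Renca, as the root mean square difference per gene of log2(FPKM + 1) between passage means (circles, y axis) against passage number (x axis). Squares give the same distance between the 2 replicates of each passage. The distance is largest at P10 (0.62) and P11 (0.67) and smallest at P24 (0.24 and 0.26). Squares compare single libraries, so they hold more noise than circles.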

**Fig. 1:**
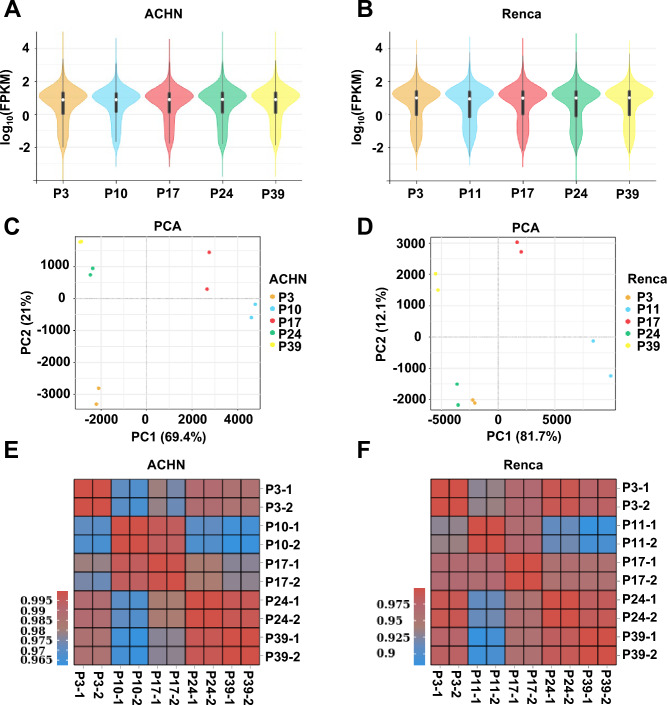
RNA-seq expression profiling of ACHN and Renca cell lines at different passage numbers. (**A**, **B**) Violin plots showing the distribution of gene expression levels in ACHN (**A**) and Renca (**B**) cells at different passages (P3, P10/P11, P17, P24, P39). Each group demonstrates consistent intra-sample expression distribution. (**C**, **D**) Principal component analysis (PCA) illustrating the overall trajectory of transcriptomic changes in ACHN (**C**) and Renca (**D**) cells across passages. Each point represents an individual sample, with colors indicating different passage time points. (**E**, **F**) Pearson correlation heatmaps depicting gene expression correlations among all samples for ACHN (**E**) and Renca (**F**) cells.

### Analysis of differentially expressed genes across passages

To further characterize the extent of transcriptomic changes at different passage stages, we compared the number of differentially expressed genes (DEGs) at each subsequent time point using early-passage cells (P3) as the reference. In ACHN cells, 1,276 up-regulated and 871 down-regulated DEGs were identified at P10, while 854 up-regulated and 450 down-regulated DEGs were detected at P17. In contrast, significantly fewer DEGs were observed at higher passages (P24 and P39) (Fig. 2A, Supplementary Material 1). 

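Against P3, limma called 579 up-regulated and 620 down-regulated DEGs at P10 in ACHN cells, and 347 up-regulated and 259 down-regulated DEGs at P17. Without the fold change limit, 7453 and 6736 genes had an adjusted p-value under 0.05. Among the choices tried, the pseudocount moved these counts most: with 0.1 in place of 1, there were 1623 DEGs at P10 and 974 at P17. The balance at P10 was then reversed, with 864 up-regulated and 759 down-regulated. The authors' deposited table also calls 1197 of the 1199 DEGs at P10 and 603 of the 606 at P17. CDH1, at chromosome 16, 68737225 to 68835548 on GRCh38 in the GENCODE 29 annotation, rose from 3.16 ± 0.213 FPKM (SD, n = 2) at P3 to 45.1 ± 0.747 FPKM at P10 and 43.0 ± 1.42 FPKM at P17. Its log2 fold change at P10 was 3.47 (standard error 0.07, adjusted p = 4.57e-10 from limma). FGFR2, at chromosome 10, 121478334 to 121598458, rose from 3.37 ± 0.801 FPKM to 40.1 ± 0.530 FPKM at P10 (log2 fold change 3.25, adjusted p = 8.28e-09). Among genes with a symbol and separate replicates, the strongest decreases at P10 were in GAL, with a log2 fold change of -3.21 (adjusted p = 5.66e-09), and RRM2, with -3.12 (adjusted p = 2.90e-10). RRM2 encodes a ribonucleotide reductase subunit and had 64.8 and 63.3 FPKM in its replicates at P3, 6.80 and 6.19 at P10, and 15.1 and 14.1 at P17. ATF3 had the largest decrease at P17, where its log2 fold change was -2.54 (standard error 0.15, adjusted p = 8.17e-07) and its replicates were at 16.9 and 25.3 FPKM.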

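At P24, 15 DEGs were up-regulated and 24 down-regulated in ACHN cells, and at P39 18 and 27. Under the adjusted p-value limit alone, 1534 genes differed from P3 at P24 and 1634 at P39, so that most differences at these passages lay below a log2 fold change of 1. Among genes with a symbol and separate replicates, SEMA5A had the largest increase at P24, from 4.16 ± 0.0445 FPKM (SD, n = 2) at P3 to 15.0 ± 0.190, and was at 19.8 ± 0.00354 FPKM at P39. Its log2 fold change was 1.63 at P24 (adjusted p = 1.68e-06 from limma) and 2.01 at P39. NR4A2 and IL6 had the largest decreases at P24, with log2 fold changes of -2.23 (adjusted p = 4.02e-06) and -2.20 (adjusted p = 2.23e-06). IL6 was at 67.3 ± 0.0509 FPKM at P3, 61.3 ± 10.7 at P10, 13.8 ± 0.103 at P24 and 22.3 ± 0.697 at P39. PTGIS rose at P39 with a log2 fold change of 2.28 (adjusted p = 5.67e-07). CCND2 changed direction over the passages: it was at 6.46 ± 0.215 FPKM at P3, 23.7 ± 0.554 at P10 and 0.837 ± 0.0474 at P39. Its log2 fold changes were 1.73 at P10 (adjusted p = 4.40e-08) and -2.02 at P39 (adjusted p = 5.67e-07). SMIM11 fell by 1.93 on the log2 scale at P39 (adjusted p = 0.00145), but its near-identical copy SMIM11B could have taken part of its reads, so this value is uncertain.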

Renca cells exhibited a similar trend: 1,168 up-regulated and 1,014 down-regulated DEGs were identified at P11, declining to 562 up-regulated and 597 down-regulated DEGs at P17. 

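In Renca cells, 517 up-regulated and 712 down-regulated DEGs were called at P11, and 295 and 342 at P17. The adjusted p-value limit alone was met by 6554 genes at P11 and 5469 at P17. Of these DEGs, the authors' deposited table also calls 1216 of 1229 at P11 and 632 of 637 at P17. Gene symbols were taken from the paper's supplementary tables and were found for 2252 of the 10738 tested genes. Named genes are therefore selected, since the authors' deposited table calls 39.6% of them and 8.57% of the unnamed genes at P11. Among them, Car6, a carbonic anhydrase gene, had the largest increase at P11. It went from 0.553 ± 0.183 FPKM (SD, n = 2) at P3 to 188 ± 1.01 at P11 and 82.3 ± 2.17 at P17, a log2 fold change of 6.93 (standard error 0.13, adjusted p = 6.48e-10 from limma) and 5.75. Lcn2 rose from 14.0 ± 2.34 FPKM to 335 ± 2.12 at P11 (log2 fold change 4.50, adjusted p = 1.22e-08). Igfbp4 had the second largest increase at P17, where its log2 fold change was 4.21 (adjusted p = 1.59e-08). Scx fell from 72.8 ± 0.582 FPKM to 4.10 ± 1.47 at P11 and Ccn2 from 99.5 ± 0.141 to 6.03 ± 0.812, with log2 fold changes of -3.89 and -3.84. Id3 and Hes1 had the largest decreases at P17, with log2 fold changes of -3.67 (adjusted p = 1.49e-08) and -3.05 (adjusted p = 1.54e-08).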

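At P24, 35 DEGs were up-regulated and 19 down-regulated in Renca cells, and at P39 74 and 55. With the adjusted p-value limit alone these counts were 1441 and 2209 genes. After quantile normalization of the log2 values, 23 of 43 DEGs at P24 were up-regulated (53.5%), against 64.8% without it. With a pseudocount of 0.1 it was 79 of 104. At P39 the excess of up-regulated DEGs was lost under scaling, with 59 and 60 after quantile normalization and 62 and 60 after median-of-ratios scaling. It was kept with a pseudocount of 0.1 (140 and 85) and with a minimum mean of 5 FPKM (49 and 25). Among genes with a symbol, Nos2, which encodes the inducible nitric oxide synthase, had the largest increase at P39, from 1.99 ± 0.0834 FPKM (SD, n = 2) at P3 to 13.3 ± 1.53 (log2 fold change 2.26, adjusted p = 2.55e-06 from limma). Kcnh2 was higher than P3 in all later passages, and at P39 its log2 fold change was 1.96 (adjusted p = 1.38e-05). Zbp1 had the largest decrease, from 20.3 ± 0.274 FPKM at P3 to 2.99 ± 0.0170 at P39 (log2 fold change -2.42, adjusted p = 4.73e-05). Ostn changed direction, with 10.3 ± 0.395 FPKM at P3, 43.7 ± 1.10 at P11 and 1.83 ± 0.142 at P39. Its log2 fold changes were 1.99 at P11 and -1.99 at P39 (adjusted p = 7.48e-08 and 8.91e-07). At P24 the largest increases were in Akr1c18 (log2 fold change 1.69, adjusted p = 1.41e-04) and Itgb7 (1.60, adjusted p = 0.00786), and the largest decreases in Serpinb9d (-1.80, adjusted p = 4.02e-04) and Nckap1l (-1.64, adjusted p = 3.37e-04). Akr1c18 and Serpinb9d belong to families of close paralogs, among which reads could be divided.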

By P39, only 201 up-regulated and 126 down-regulated DEGs were detected (Fig. 2B, , Supplementary Material 1).

**Fig. 2:**
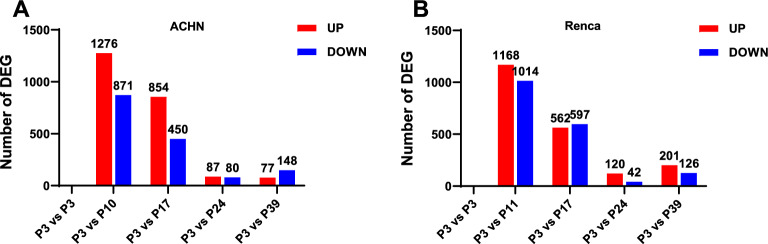
Quantitative changes of DEGs in ACHN and Renca cells at different passages compared to P3. Number of DEGs in ACHN cells at P10, P17, P24, and P39 passages relative to P3. Number of DEGs in Renca cells at P11, P17, P24, and P39 passages relative to P3. Red bars represent up-regulated genes (UP), blue bars indicate down-regulated genes (DOWN), with numerical values showing the quantitative changes of DEGs.

These results indicate a nonlinear pattern of gene expression changes during serial passaging in both cell lines, characterized by significant intermediate fluctuations and relative stability at both ends This suggests a dynamic transcriptomic remodeling process rather than a simple linear trend.

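For each gene, the values of the 5 passages were set against a straight line in passage number. The passages departed from that line beyond the replicate spread in 7959 of 11604 genes in ACHN and 8282 of 10738 genes in Renca (limma F test of lack of fit, Benjamini-Hochberg adjusted p-value under 0.05). The linear term itself had an adjusted p-value under 0.05 from limma for 4603 genes in ACHN and 4362 in Renca. Of these, 4025 and 3943 also departed from the line, so for them the term need not mean a steady trend. A change at P10 or P11 and P17 that later returns moves this term too, since these passages lie below the mean passage number. Among the genes that departed from the line in ACHN, P10 was the passage farthest from P3 for 5469 genes (68.7%). The same held for P11 in 4649 of the Renca genes (56.1%). With log2 of the passage number in place of the number itself, the linear term passed for fewer genes (1731 in ACHN and 2394 in Renca). The line was departed from by 8131 and 8382 genes. From the rise and fall of the DEG numbers over the passages, the paper reasons that expression changed nonlinearly in both lines, with fluctuation at intermediate passages and relative stability at the low and high ones. It proposes a dynamic remodeling of the transcriptome in place of a linear trend.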

### Dynamic changes of gene expression profiles in ACHN and Renca cells across passages

To further elucidate the expression changes of key genes during continuous passaging, we performed cluster heatmap analysis of the identified DEGs. In ACHN cells, multiple genes exhibited significant up- or down-regulation patterns across different passages, suggesting their potential involvement in critical biological processes such as metabolic regulation (e.g., PDK2, PDK4) and cell cycle control (e.g., DBF4) during passaging (Fig. 3A). Similarly, Renca cells showed dynamic expression changes of multiple genes across passages, including Btbd17, Loxl3, Raf1, and Acvrl1, which may be closely associated with signal transduction, transcriptional regulation, and cancer-related pathways (Fig. 3B). Collectively, both cell lines exhibited systematic remodeling of gene expression patterns with increasing passages, reflecting active or passive adaptation of gene expression during long-term in vitro culture. These findings may have important implications for the stability and reproducibility of experimental results.

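PDK2 (ENSG00000005882), at chromosome 17, 50094737 to 50112152 on the plus strand of GRCh38, encodes a pyruvate dehydrogenase kinase. It was at 3.79 ± 1.16 FPKM (SD, n = 2) at P3, 10.9 ± 0.486 at P10, 9.89 ± 0.789 at P17, 3.81 ± 1.10 at P24 and 4.11 ± 1.23 at P39. Its log2 fold change was 1.33 at P10 (standard error 0.21, adjusted p = 3.60e-04 from limma) and 1.20 at P17 (adjusted p = 9.15e-04). At P24 and P39 it was 0.01 (adjusted p = 0.985) and 0.09 (adjusted p = 0.827), within the replicate spread. PDK4 (ENSG00000004799), at chromosome 7, 95583499 to 95596491 on the minus strand, encodes another kinase of this family. It rose from 1.44 ± 0.0544 FPKM to 5.05 ± 0.519 at P10 and 4.88 ± 0.400 at P17, with log2 fold changes of 1.31 (adjusted p = 5.67e-06) and 1.27 (adjusted p = 1.15e-05). At P39 it was at 0.904 ± 0.0177 FPKM (log2 fold change -0.36, adjusted p = 0.0676). DBF4 (ENSG00000006634), at chromosome 7, 87876216 to 87909541 on the plus strand, encodes the regulatory subunit of the CDC7 kinase. It fell from 38.8 ± 0.866 FPKM at P3 to 14.3 ± 0.956 at P10, a log2 fold change of -1.38 (standard error 0.06, adjusted p = 6.70e-08). At P17 the change was -0.79 (adjusted p = 5.69e-06), short of the fold change limit, and at P24 and P39 it was -0.34 and -0.35. Of the 20 genes in the ACHN heatmap, 15 passed the filter on low values. At P10, 8 of them were DEGs, 5 up-regulated, and at P17 5, all up-regulated.

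**Figure D2:**
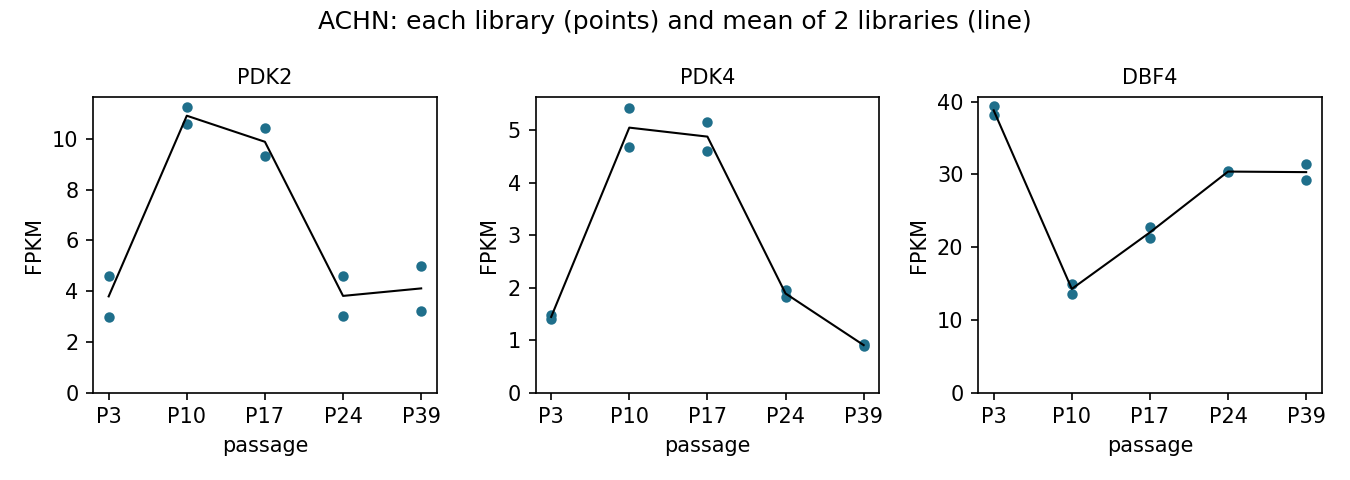
FPKM (y axis, from 0) of PDK2, PDK4 and DBF4 in ACHN cells at each passage (x axis). Points are single libraries and the line joins the means of the 2 libraries. PDK2 and PDK4 were highest at P10 (10.9 and 5.05 FPKM), where DBF4 was lowest (14.3 FPKM).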

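Loxl3, a lysyl oxidase gene, was lower than P3 at P11 (log2 fold change -0.53, adjusted p = 0.00204 from limma) and higher at P24 and P39 (0.63, adjusted p = 0.00519, and 0.60, adjusted p = 0.00454). Its replicates were at 5.93 and 5.36 FPKM at P3, 3.58 and 3.62 at P11, and 9.08 and 9.05 at P39. It was not a DEG at any passage. Acvrl1, which encodes a receptor of the TGF-beta family, was at 3.19 ± 0.522 FPKM (SD, n = 2) at P3 and 9.00 ± 0.194 at P39, where it was a DEG (log2 fold change 1.26, standard error 0.21, adjusted p = 0.00256). At P17 its replicates were at 8.11 and 5.30 FPKM, and the log2 fold change was 0.86, or 1.02 with a pseudocount of 0.1, under which it was a DEG there too. Btbd17 was not analysed here, because its name could not be matched to an identifier. Of the 20 genes in the Renca heatmap, 9 were matched and passed the filter on low values, and 3 of these were DEGs at P11.

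**Figure D3:**
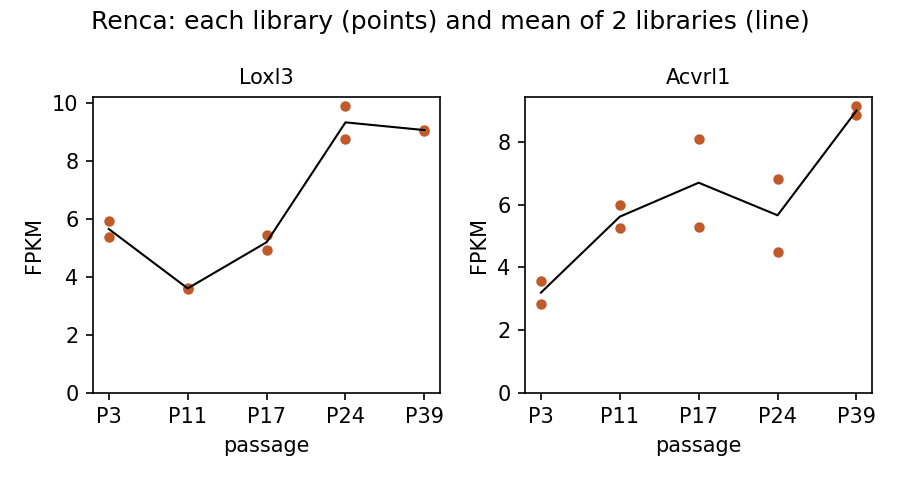
FPKM (y axis, from 0) of Loxl3 and Acvrl1 in Renca cells at each passage (x axis). Points are single libraries and the line joins the means of the 2 libraries. Acvrl1 was highest at P39 (9.00 FPKM).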

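In ACHN, 535 genes were DEGs in the same direction at both P10 and P17, which is 88.3% of the P17 DEGs. Across all tested genes, which are not independent replicates, the log2 fold changes against P3 at these passages correlated with r = 0.93. Since both comparisons share the P3 libraries, 100 simulations with unchanged groups gave a mean r of 0.50 and at most 0.55. With P3 replicate 1 as the control of P10 and replicate 2 as that of P17, r was 0.87, against -0.00 in the simulations. P10 and P39 shared 11 DEGs in the same direction and 8 in opposite directions, with r = 0.17. With separate P3 replicates r was 0.10, above the simulated maximum of 0.07. For P10 and P24 r was 0.49 with 17 shared DEGs, or 0.39 with separate P3 replicates (simulated maximum 0.09). For P17 and P24 r was 0.59 with 34 shared DEGs (87.2% of those at P24), or 0.46 with separate P3 replicates. For P24 and P39 it was 0.59 with 11, or 0.37 with separate P3 replicates. In Renca, P11 and P17 shared 345 DEGs (r = 0.65, or 0.60 with separate P3 replicates), and 1 more changed in opposite directions. P24 and P39 of Renca shared 32 DEGs, 59.3% of those at P24, with r = 0.72, or 0.50 with separate P3 replicates. Of the Renca DEGs at P39, 49 changed in the same direction at P11 and 7 in the opposite one.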

**Fig. 3:**
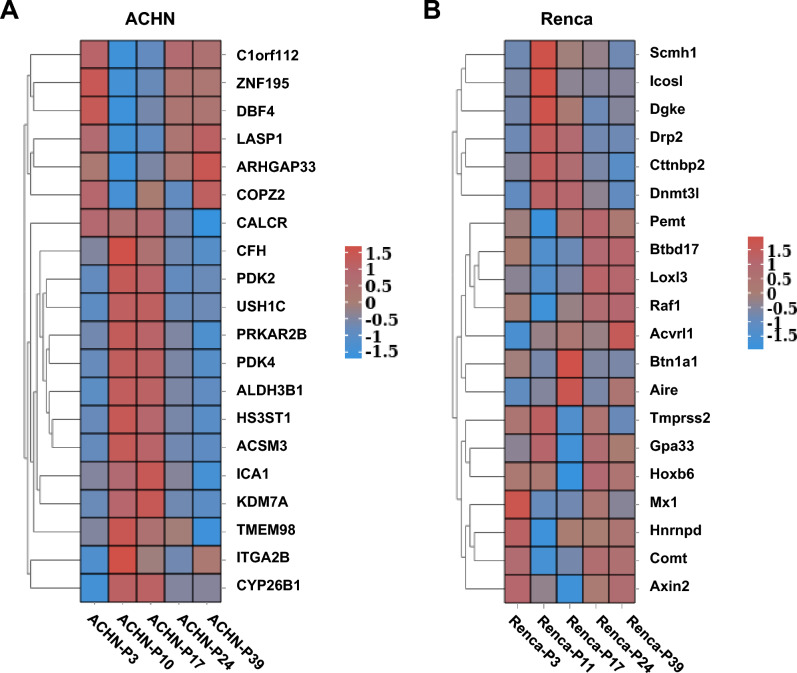
Cluster analysis of DEGs across passages. Heatmap of representative DEGs in ACHN cells (n = 2) at P3, P10, P17, P24, and P39 passages. Heatmap of representative DEGs in Renca cells (n = 2) at P3, P11, P17, P24, and P39 passages. Shown is a heatmap of Z-scores (based on log_10_(FPKM + 1) values) for representative DEGs. Genes were clustered by Euclidean distance. Red and blue colors indicate up- and down-regulation, respectively.

### Functional enrichment analysis of DEGs during passaging

To investigate the potential biological functions of DEGs during continuous passaging, we performed Gene Ontology (GO) enrichment analysis on DEGs identified at different passage stages in both ACHN (Fig. 4) and Renca cells (Fig. 5). The results revealed that in both cell lines, DEGs between low and intermediate passages (P3 vs. P10/P11) were primarily enriched in fundamental biological processes such as cell cycle regulation, biological regulation, metabolic processes, and response to stimulus. This suggests that cells at intermediate passages exhibit heightened transcriptional activity and regulatory sensitivity. 

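Gene lists for 15 processes, written before the data were examined, were tested in ACHN with limma's camera test at a preset gene correlation of 0.01. At P10, 41 of 42 S phase genes were lower than at P3, with a median log2 fold change of -1.40 (adjusted p = 7.76e-16 over 15 lists and 4 passages). All 52 genes of the G2/M phase list were lower, with a median of -1.58 (adjusted p = 3.56e-23). Of the S phase genes 33 were DEGs, and the same number when p-values were adjusted over the list alone. For the G2/M list both numbers were 40. Among metabolic lists, 18 of 19 glycolysis genes were lower (median -0.48, adjusted p = 5.50e-06), as were 43 of 55 oxidative phosphorylation genes (median -0.32, adjusted p = 0.00475). Of 24 cholesterol synthesis genes, 20 were lower (median -0.73, adjusted p = 4.22e-05) and 9 were DEGs, also 9 when adjusted over the list alone. Stress lists changed the same way. Genes of the unfolded protein and integrated stress response had a median of -0.51 (26 of 33 lower, adjusted p = 6.05e-05, 9 DEGs by either adjustment). Heat shock genes had a median of -0.54 (18 of 21 lower, adjusted p = 1.89e-05, 2 DEGs by either adjustment). With the gene correlation estimated from the data, 6 of the 10 lists past the limit at P10 stayed past it, and glycolysis, oxidative phosphorylation, p53 target and ribosomal protein genes did not. Under limma's fry test all 15 lists were past it. In Renca, symbols were found for under 80% of the genes of 14 lists, so these lists were not tested.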

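The lists for ribosomal proteins and for FOXO targets and quiescence were among those higher at P10 in ACHN cells. Of 73 ribosomal protein genes, 72 were higher than at P3, with a median log2 fold change of 0.58 (adjusted p = 2.61e-20 from camera), but 1 alone was a DEG. Of 20 FOXO and quiescence genes, 18 were higher, with a median of 1.05 (adjusted p = 4.38e-08). In this list 12 genes were DEGs, and 12 when adjusted over the list alone. The median over all tested genes was -0.03.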

As passage number increased, the number of significantly enriched GO terms gradually decreased. 

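At P24 and P39, the cell cycle genes of ACHN cells lay closer to P3. The median log2 fold change of the S phase genes was 0.00 at P24 (adjusted p = 0.971 from camera) and 0.08 at P39 (adjusted p = 0.00195). The G2/M genes had medians of -0.24 (47 of 52 lower, adjusted p = 1.22e-15) and -0.21 (46 lower, adjusted p = 1.71e-14). Glycolysis genes had medians of 0.02 and 0.03 (adjusted p = 0.554 and 0.325), and the sign of these depended on the scaling. Oxidative phosphorylation genes had medians of 0.06 and 0.07 (adjusted p = 0.0267 and 0.0494), and neither call held under fry or an estimated correlation. Cholesterol synthesis genes stayed lower than at P3, with medians of -0.33 at P24 (22 of 24 lower, adjusted p = 1.19e-10) and -0.16 at P39 (adjusted p = 9.07e-05). Genes of the unfolded protein and integrated stress response were lower as well, with medians of -0.29 (27 of 33 lower, adjusted p = 2.61e-12) and -0.21 (adjusted p = 7.56e-08). Heat shock genes had medians of 0.03 and 0.09 (adjusted p = 0.688 and 0.0571). Ribosomal protein genes had medians of 0.19 and 0.20 (adjusted p = 6.85e-21 and 5.51e-24), and neither call held under an estimated correlation. FOXO and quiescence genes were at 0.13 and 0.10 (adjusted p = 0.0333 and 0.0287), and the same applied.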

Particularly in comparisons between P3 and later passages (P24, P39), only a limited number of functional categories remained enriched, indicating a substantial reduction in both the quantity and functional diversity of DEGs. This trend aligns with the observed decrease in DEG numbers described earlier. At the molecular function level, enriched terms were predominantly associated with binding, catalytic activity, and transporter activity. Cellular component analysis revealed enrichment in cellular anatomical entities and protein-containing complexes (Supplementary Material 2).

**Fig. 4:**
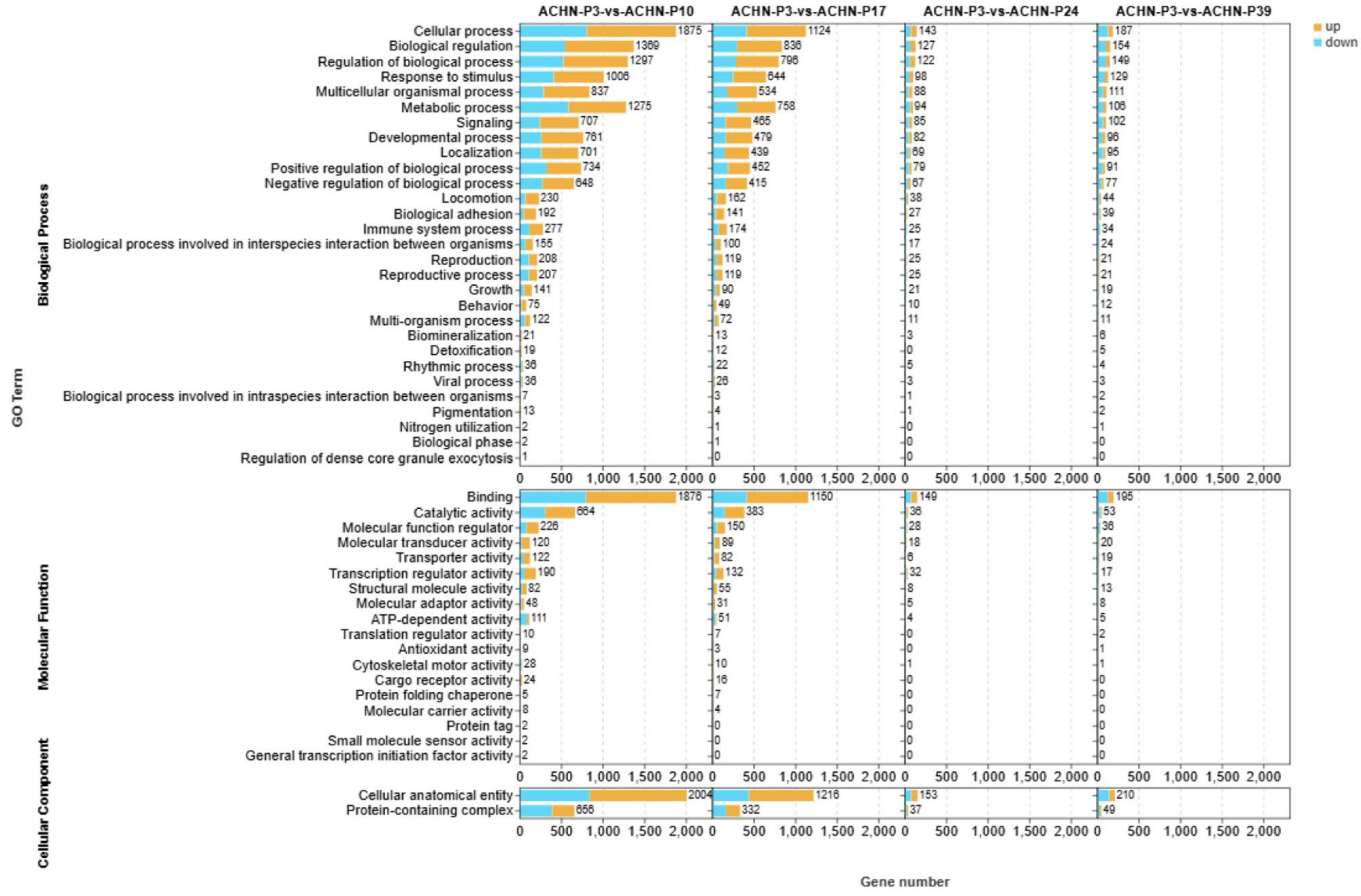
GO enrichment analysis reveals functional changes of DEGs in ACHN cells at different passage stages. GO enrichment results of DEGs identified in ACHN cells at different passage comparisons (P3 vs. P10, P17, P24, P39) across three major categories: Biological Process, Molecular Function, and Cellular Component. Orange bars represent enrichment terms for up-regulated genes, while blue bars indicate terms for down-regulated genes. GO terms are sorted by gene count, showing a decreasing trend in both the number of enriched terms and associated genes with increasing passages.

**Fig. 5:**
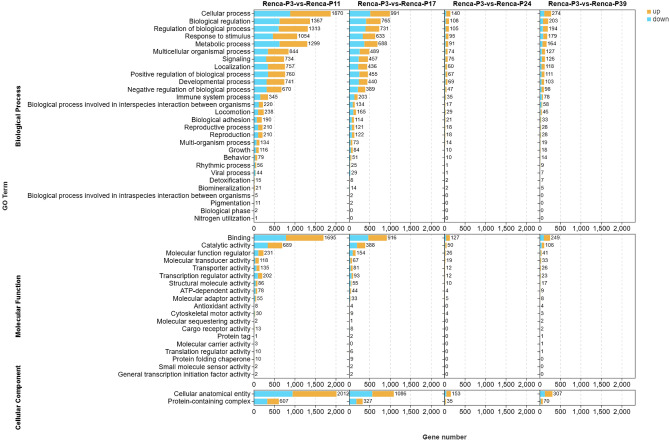
GO enrichment analysis reveals functional changes of DEGs in Renca cells at different passage stages. GO enrichment results of DEGs identified in Renca cells at different passage comparisons (P3 vs. P11, P17, P24, P39) across three major categories: Biological Process, Molecular Function, and Cellular Component. Orange bars represent enrichment terms for up-regulated genes, while blue bars indicate terms for down-regulated genes. GO terms are sorted by gene count, showing a decreasing trend in both the number of enriched terms and associated genes with increasing passages.

These findings suggest that continuous passaging may lead to a gradual loss of functional diversity and responsiveness, reflecting a stabilization trend in the transcriptional profiles of long-term cultured cells.

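Between P24 and P39 themselves, the root mean square difference per gene of log2(FPKM + 1) was 0.22 in ACHN and 0.22 in Renca. Between these passages 829 genes in ACHN and 414 in Renca had an adjusted p-value under 0.05 from limma, without a limit on the fold change. With single libraries left out in turn, it was 0.24 in ACHN and 0.24 to 0.25 in Renca where P24 or P39 lost a library. The correlation of linear FPKM between P24 and P39 was 0.997 in ACHN, the highest between passages of that line, and 0.986 in Renca.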

### KEGG enrichment analysis of DEGs during cell passaging

To investigate the dynamic molecular responses of renal cancer cells during passaging, we performed KEGG pathway enrichment analysis on DEGs from ACHN and Renca cell lines at multiple time points. In ACHN cells (Fig. 6), DEGs between low (P3) and intermediate (P10) passages were significantly enriched in multiple key pathways, including signal transduction (247 genes), infectious diseases (183 genes), global metabolism and overview pathways (172 genes), and immune system (136 genes). 

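No KEGG membership table was used here, and signalling and immune genes of ACHN were tested as fixed lists. At P10, MAPK early and feedback genes had a median log2 fold change of 0.22 (15 of 24 higher, adjusted p = 0.128 from camera). NF-kB target and cytokine genes had -0.25 (11 of 18 lower, adjusted p = 0.202), and interferon-stimulated genes -0.02 (17 of 30 lower, adjusted p = 0.772). YAP target genes had 0.28 (14 of 23 higher, adjusted p = 0.169) and hypoxia genes 0.08 (12 of 20 higher, adjusted p = 0.387). Genes of the p53 response were higher, with a median of 0.38 (17 of 25, adjusted p = 0.0140). In these lists between 1 and 4 genes were DEGs, the same numbers as when adjusted over the list alone. In the paper's KEGG table for P10, 8 of 339 pathways have a q-value under 0.05, and 0 of these belong to the classes for signal transduction, infectious diseases, global maps or the immune system. DNA replication (the paper's q = 5.47e-13, 26 genes), cell cycle (the paper's q = 7.96e-07, 39 genes) and ECM-receptor interaction (the paper's q = 1.35e-04, 27 genes) lead that table. In the paper's table, 939 DEGs have a pathway.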

Additional enrichment was observed in endocrine metabolic diseases, cancer-related pathways, and transcriptional regulation. As passage number increased (P17 to P39), both the number of enriched pathways and DEG counts markedly decreased, indicating a diminished transcriptional response in ACHN cells. However, environmental information processing pathways (e.g., signal transduction and membrane transport) maintained certain enrichment levels. 

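At P24, MAPK early and feedback genes of ACHN had a median log2 fold change of -0.41 (19 of 24 lower, adjusted p = 6.61e-13 from camera), and at P39 of 0.14 (15 higher, adjusted p = 0.00180). NF-kB target and cytokine genes were lower at both, with medians of -0.38 (15 of 18, adjusted p = 1.49e-06) and -0.33 (15 of 18, adjusted p = 1.05e-05). Interferon-stimulated genes had -0.10 (20 of 30 lower, adjusted p = 0.0308) and -0.23 (26 of 30 lower, adjusted p = 1.09e-07). The P39 calls of the MAPK and NF-kB lists and the P24 call of the interferon list did not hold under an estimated correlation. In the paper's KEGG tables for ACHN, 1 pathway at P24 and 3 at P39 have a q-value under 0.05, among 339 pathways at each. Of these, 0 belong to the classes for signal transduction or membrane transport. They are Legionellosis at P24 (the paper's q = 0.00637, 6 genes), and AGE-RAGE signaling in diabetic complications (7 genes), Legionellosis (5 genes) and Malaria (5 genes) at P39 (the paper's q = 0.0342 for each).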

Renca cells (Fig. 7) showed a consistent trend, with broad pathway activation observed when comparing low (P3) and intermediate (P11) passages. Significant enrichment was particularly notable in signal transduction (236 genes), infectious diseases (196 genes), global metabolism (198 genes), and immune system (151 genes) (Supplementary Material 2).

**Fig. 6:**
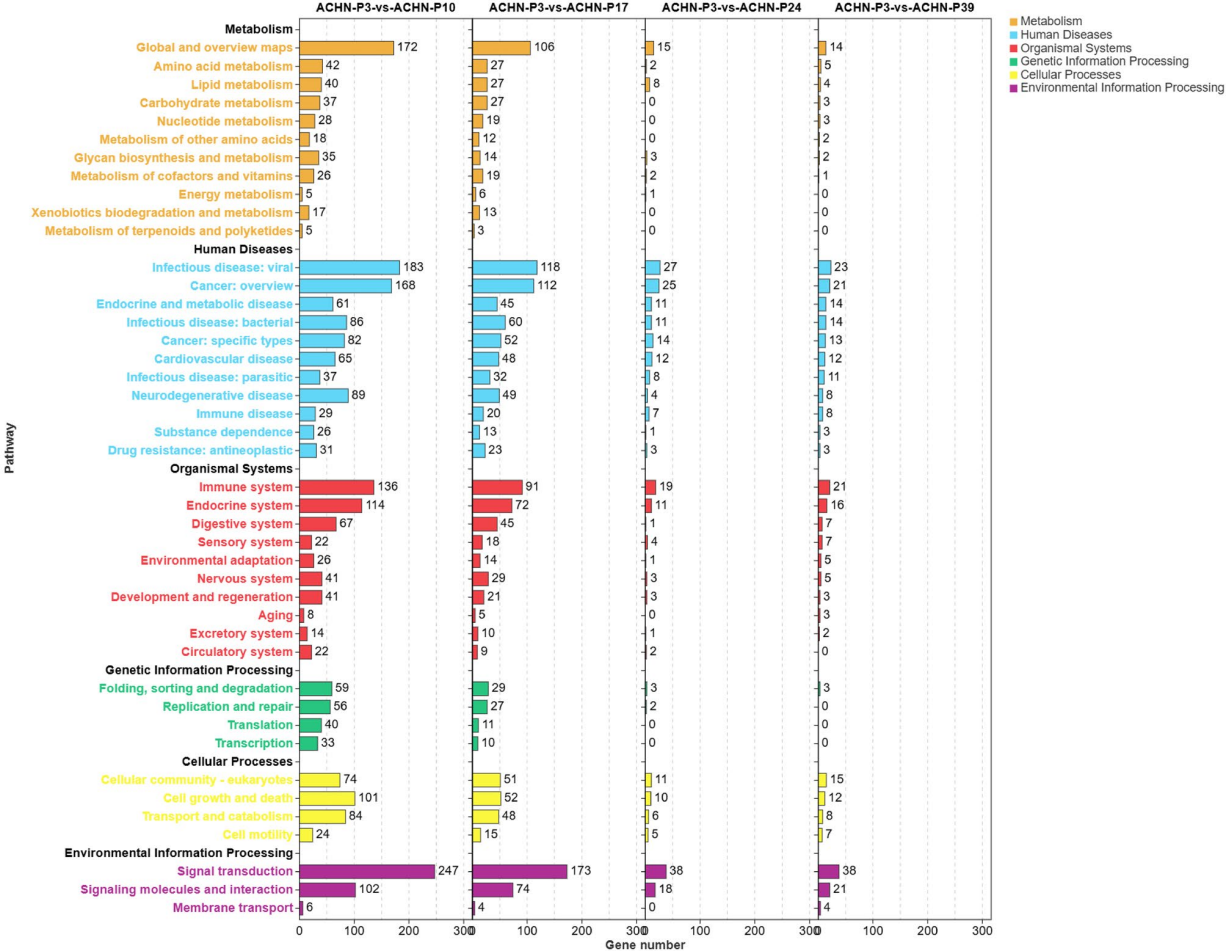
KEGG pathway enrichment analysis of DEGs in ACHN cells at different passage stages^20^. DEGs from comparisons between ACHN-P3 and P10/P17/P24/P39 passages were subjected to KEGG pathway enrichment analysis. Pathways are color-coded by functional categories: metabolism (orange), human diseases (blue), organismal systems (red), genetic information processing (green), cellular processes (yellow), and environmental information processing (purple). The x-axis indicates the number of enriched DEGs in each pathway.

**Fig. 7:**
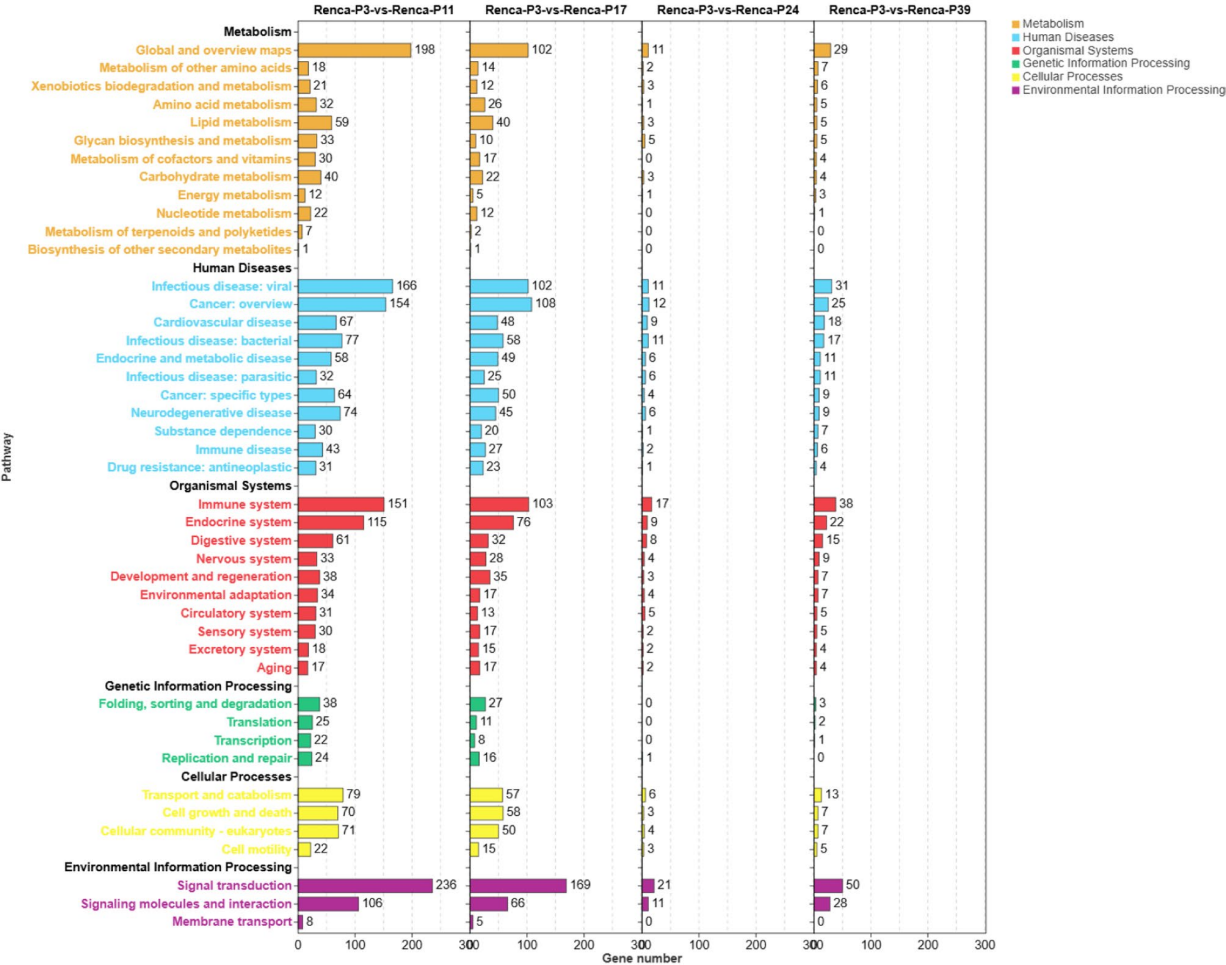
KEGG pathway enrichment analysis of DEGs in Renca cells at different passage stages^20^. DEGs from comparisons between Renca-P3 and P11/P17/P24/P39 passages were subjected to KEGG pathway enrichment analysis. Pathways are color-coded by functional categories: metabolism (orange), human diseases (blue), organismal systems (red), genetic information processing (green), cellular processes (yellow), and environmental information processing (purple). The x-axis indicates the number of enriched genes in each pathway.

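The response to passaging was compared between the lines over 1144 genes whose human and mouse symbols match. Across these genes, which are not independent replicates, the log2 fold changes at P10 in ACHN and P11 in Renca correlated with r = 0.10, which was in place 7 among all 16 pairs of passages. The same passages gave r = 0.10 at P17, 0.11 at P24 and 0.06 at P39. The highest value was 0.17 (P10 in ACHN with P39 in Renca) and the lowest -0.03 (P39 in ACHN with P17 in Renca). Of these genes 94 were DEGs at P10 in ACHN and 107 at P11 in Renca. Both sets held 11 genes, 6 of them changed in the same direction. With a minimum mean of 5 FPKM, r for P10 and P11 was 0.09 over 926 genes.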

In summary, both tumor cell lines exhibited similar patterns of transcriptomic changes during passaging. Pathways related to signal transduction, immune response, and metabolic regulation were widely involved in cellular responses at intermediate passages, suggesting that intermediate passage stages may represent the optimal window for detecting drug intervention effects.

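At P17 in ACHN, MAPK early and feedback genes had a median log2 fold change of -0.36 (21 of 24 lower, adjusted p = 1.38e-05 from camera). NF-kB target and cytokine genes had -0.48 (15 of 18 lower, adjusted p = 0.00535). Neither call held under an estimated correlation. Interferon-stimulated genes had -0.07 (adjusted p = 0.845). Glycolysis genes remained lower than at P3, with a median of -0.46 (adjusted p = 2.79e-07), as did oxidative phosphorylation genes with -0.21 (adjusted p = 0.0124), and both calls were lost under an estimated correlation. Cholesterol synthesis genes had -0.49 (20 of 24 lower, adjusted p = 3.83e-05). S phase and G2/M genes had medians of -0.99 and -0.74 (adjusted p = 3.22e-16 and 9.10e-19), with 18 and 7 DEGs by either adjustment. Genes of the unfolded protein and integrated stress response had a median of 0.00 (17 of 33 higher, adjusted p = 0.0812). In this list 1 DEG was up-regulated and 6 were down-regulated, and fry called the list lower (adjusted p = 2.27e-06 from fry). Heat shock genes had a median of -0.70 (19 of 21 lower, adjusted p = 2.12e-09, 6 DEGs by either adjustment). Drug treatment was not part of these libraries.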

## Discussion

Cancer cell lines serve as fundamental research platforms, generating data that underpins numerous studies and increasingly fuels artificial intelligence and deep learning applications. However, the reproducibility of experimental results has long been a critical challenge hindering scientific progress^1^. Identifying factors contributing to irreproducibility is therefore essential for advancing research.

The stability of cell-based experimental outcomes is significantly influenced by various extrinsic factors, with cross-contamination, mycoplasma infection, and fetal bovine serum (FBS) variability being the most prominent concerns. Cross-contamination remains prevalent in cell culture practices; a study of 360 cell lines revealed that HeLa cells were the most common contaminant (29%), while cross-species contamination accounted for 9%^2^. To address this, Yu et al. proposed establishing standardized authentication methods based on STR and SNP profiling, integrated with cell line databases to enhance experimental reliability ^3^. Mycoplasma contamination represents another major interfering factor. It non-specifically suppresses mRNA expression of IL-1α, IL-1β, and actin in certain cell lines (e.g., A431)^4^, activates the TLR2/NF-κB pathway through immunogenic lipoproteins^10^, and alters the expression profiles of hundreds of genes ^5^. More severely, it disrupts dendritic cell differentiation, characterized by downregulated DC-SIGN and upregulated CD123—effects reversible upon contamination clearance^6^. Mycoplasma contamination reportedly costs the scientific community millions annually^7^. Furthermore, FBS source variability significantly impacts reproducibility. Different FBS brands markedly alter baseline IL-8 expression in epithelial cells^9^, while its harvesting methods raise ethical concerns^8^. These factors collectively constitute major extrinsic sources of variability, necessitating standardized detection protocols, rigorous quality control, and development of alternative materials to systematically address these challenges.

Beyond extrinsic environmental factors, the stability of cell-based results is profoundly constrained by intrinsic biological characteristics. Studies demonstrate that long-term passaging can alter cell morphology, proliferation capacity, and functional properties. For instance, RAW 264.7 macrophage cells maintain stable phenotypes and functions within passages 10–30, but reliability declines beyond passage 30^11^. Equine bone marrow mesenchymal stem cells (BM-MSCs) retain stable immunomodulatory functions from P3 to P9, but significantly increase pro-inflammatory cytokine secretion at P9^12^. Such passage-related changes often exhibit nonlinear patterns, where low- and mid-passage cells may share closer characteristics than with extremely high passages^13^. Metabolomic analyses reveal that passage number significantly influences cellular metabolic networks. In RAW 264.7 cells, low-passage (P9) cells digested with trypsin show higher metabolite signal intensity, with glycolysis and TCA cycle pathways markedly affected by passaging, while glycerophospholipid metabolism is primarily influenced by cell collection methods^14^. Similarly, dental pulp stem cells (DPSCs) gradually lose normal morphology with passaging, and late-passage cells exhibit reversed responses to drugs such as alendronate^15^. Notably, passaging effects are particularly pronounced in stem cell properties. In non-small cell lung cancer (NSCLC) cells, late-passage side population (SP) cells show significantly diminished cancer stem cell characteristics^16^. These findings emphasize the need for strict standardization of passage ranges in experimental design. For example, Hanwoo muscle satellite cells maintain optimal differentiation potential within P1-P10^17^, while mouse embryonic fibroblast (MEF) culture requires comprehensive consideration of strain, gestational age, and passage number^18^. Additionally, Liu et al. demonstrated that genotypic variability induces substantial proteotypic and phenotypic variations in identical cell lines cultured across different laboratories, representing another critical factor contributing to irreproducibility^19^.

This study systematically analyzed transcriptomic dynamics in two tumor cell lines (ACHN and Renca) across passages (P3 to P39) using RNA-seq. We identified a nonlinear pattern of gene expression, defined as significant intermediate fluctuations coupled with relative stability at both ends. Functional enrichment analysis revealed that differentially expressed genes were primarily associated with active biological processes such as cell cycle regulation, metabolism, and stress response. KEGG analysis further uncovered disparities in signaling transduction, immune response, and metabolic pathways between passages, providing novel insights into the intrinsic biological mechanisms underlying experimental irreproducibility.

In conclusion, to advance scientific research, we recommend strict control of cell passage numbers and explicit reporting of this information in publications. These measures represent low-cost yet effective strategies to significantly enhance the reproducibility of cell-based experiments.

## Limitations

This study provides the first systematic characterization of nonlinear transcriptomic dynamics during serial cell passaging, offering important insights into cellular heterogeneity in experimental systems. Several limitations should be acknowledged. First, the generalizability of our findings is constrained by the analysis of only two renal carcinoma cell lines (human ACHN and mouse Renca), which may not fully represent the behavior of other cell types, particularly primary cells or cancer models from other tissues. Second, the statistical power of our study is limited by the use of two biological replicates per passage point, although the high consistency between replicates supports the robustness of the observed trends. Future confirmatory studies would benefit from larger sample sizes to better account for biological variability.

Methodologically, our study focuses primarily on transcriptomic profiling, leaving the underlying molecular mechanisms—such as epigenetic regulation—unexplored. All experiments were conducted using DMEM medium, and the potential influence of different culture media components on passage effects requires further investigation. Additionally, RNA-seq data alone cannot comprehensively assess genetic drift that may occur during long-term culture. Finally, while we identified significant gene expression changes, establishing direct links between these molecular alterations and functional experimental outcomes (e.g., drug responses or phenotypic changes) remains an important direction for future research.

These limitations highlight several productive avenues for further investigation, including validation across diverse cell models and culture conditions, elucidation of molecular mechanisms, and integration of functional assessments with transcriptomic profiling.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The datasets generated and analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE308793 and accession number GSE308793.

How the deposited data were processed for this re-analysis (not part of the article)

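RNA from ACHN and Renca cells at 5 passages each (P3, P10 or P11, P17, P24 and P39), with 2 replicate libraries per passage, gave 20 libraries. Each library was assigned to its cell line, passage and replicate from the sample labels and the paper, and both were kept where they differ for the second Renca passage.

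The authors trimmed reads with fastp, removed ribosomal reads with bowtie2, aligned the rest with HISAT2 and deposited FPKM values per gene and library, estimated with StringTie and RSEM. The authors also deposited, for each later passage against P3, a log2 fold change and a p-value with its adjusted value for each gene, which the paper describes as made with DESeq2 under limits of 0.05 on the adjusted p-value and 1 on the absolute log2 fold change. These comparison values were used for overlaps of calls, for the share of called genes below 1 FPKM, for the order of the heatmap genes and for a comparison with the ratio of mean FPKM. The deposited log2 fold change equals that of the ratio of mean FPKM for 99.9951% to 100% of the genes, by comparison. All other values were computed from the FPKM of the single libraries. Because FPKM is scaled to the mapped fragments of a library, a few abundant genes that change can shift all others, and 2 scaling alternatives were tried for this reason.

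The relative depth of each library was read from the steps of its low FPKM values. The comparison of ACHN replicates with counting noise also needs the absolute depth, which was read from 2578 genes with a single transcript and rests on an assumed fragment length of 200 bases, so it is approximate. No read count per gene was used, so no counting interval is given. With 2 libraries per passage, SDs rest on 2 values, and the spread of a gene was estimated by limma over all 10 libraries of its line. The median standard error of a log2 fold change was 0.09 in ACHN and 0.10 in Renca.

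Values were transformed as log2(FPKM + 1), and genes with a mean of at least 1 FPKM over the 10 libraries of a line were kept. limma's lmFit and eBayes with a mean-variance trend were fitted with all 5 passages of a line. P-values were adjusted by the Benjamini-Hochberg method within a comparison. Trends over passages used a linear term in passage number and an F test of the remaining 3 degrees of freedom. PCA and Pearson correlations used linear FPKM, which the axes of Fig. 1C and 1D and the color scales of Fig. 1E and 1F point to. The paper's methods name DEGs as the input of these analyses, so the use of all genes departs from that text, and PCA on DEGs is among the alternatives. Comparisons that share the P3 libraries were set beside 100 simulations of unchanged groups. The 15 gene lists were those for S phase, G2/M phase, glycolysis, oxidative phosphorylation, cholesterol synthesis, the unfolded protein and integrated stress response, heat shock, interferon, NF-kB, MAPK, p53, YAP, hypoxia, FOXO and quiescence, and ribosomal proteins, tested with camera in limma and adjusted over 15 lists and 4 passages.

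The genes named are those the paper's text names, the genes of Fig. 3 as a summary, and for each comparison against P3 the 2 up-regulated and 2 down-regulated DEGs with the largest log2 fold change among those with a symbol whose later libraries both lie beyond both P3 libraries. Some of these genes are not reported here. This rule, the tests at the paper's sentences, the gene lists and the alternatives were set before the data were examined, apart from the removal of trends on GC content and transcript length. The tests of technical explanations were added later, and the closing section names those chosen after a result was seen. The alternatives were another pseudocount (0.1), other filters on low values (none, or a mean of at least 5 FPKM), a fit of only the passages compared, median-of-ratios scaling, quantile normalization, eBayes without a trend, a replicate block, leaving out each library in turn, log2 of the passage number, log2 values or DEGs only for PCA, Spearman correlation, and fry or an estimated gene correlation for the lists.

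Symbols and coordinates of ACHN genes come from GENCODE 29 on GRCh38 and covered 11506 of the 11604 tested genes. The build the authors aligned to is not named in the paper's text, so the coordinates describe the genes and were not used with the authors' alignments. Mouse symbols were read from the paper's supplementary tables, which list mainly DEGs. Gene lists in Renca, GO terms and Btbd17 were not analysed here.

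Each fit was tested on simulated data drawn from the real means and spreads with 200 changed genes of each kind. A step was recovered for 98.5% of them in both lines, a rise and return for 100% in ACHN and 99% in Renca, and a straight trend for 99.5% and 99%. Of 399 and 397 genes called, 2 in each line were unchanged ones, and camera called 0 of 15 unchanged lists in either line. The simulated genes varied independently, so the list check does not cover lists whose genes vary together, as real lists can. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used.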

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

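The tests of sequencing depth, and the removal of trends on GC content and transcript length, were chosen only after the number of DEGs had been seen.

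The paper compares each passage with P3 alone. Between neighbouring later passages, which it does not compare, limma called 38 DEGs in ACHN at P17 against P10 (16 up-regulated, 22 down-regulated) and 50 at P39 against P24 (30 up-regulated, 20 down-regulated). In Renca there were 610 at P17 against P11 (336 up-regulated, 274 down-regulated) and 31 at P39 against P24 (23 up-regulated, 8 down-regulated). Each of these comparisons has its own pairs of libraries and shares none with P3. The step from the second to the third passage thus held more DEGs in Renca than in ACHN, but the difference between the lines was not tested, and the lines differ in species and in the genes that could be measured.

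Of the technical explanations, a GC content or transcript length bias between libraries was examined in ACHN: after removal of these trends, 31 of the 38 DEGs and 48 of the 50 were still called. This argues against such a bias as the whole cause. In Renca it was not examined. A difference in sequencing depth is argued against, since the mean depth of the later libraries over that of the earlier ones was 1.13 at P17 against P10 and 0.930 at P39 against P24 in ACHN, and 1.02 at P17 against P11 and 1.13 at P39 against P24 in Renca. The pseudocount changes the counts to 67 and 110 in ACHN and to 904 and 45 in Renca, so the size of these steps depends on how genes of low level are weighted. The balance of directions depends on such choices too. At P39 against P24 in ACHN, 28 DEGs were up-regulated and 12 down-regulated after quantile normalization, and 36 and 74 with a pseudocount of 0.1, which reverses the balance. At P17 against P10 the pseudocount gave 40 and 27, again the other way round.

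The paper reports that 1 batch of medium and serum served all passages. Other differences in culture handling, or between library batches, were not tested and stay open. A biological effect of continued passaging stays open as well and was not tested apart from it.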

How the results depend on the processing

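Summary counts were taken as unchanged within 1.5 times of the main value, and other summary results by their spread or test limit. PCA shares had no such rule and were all entered as moved. By these rules, across the alternatives apart from leaving out single libraries, 160 summary results were unchanged and 44 moved. Of the results for single genes, gene lists and correlations, 656 were the same, 19 became stronger, 24 weaker and 4 reversed, none of them past a limit in either setting. These were PDK2 at P24 (log2 fold change -0.00215 after median-of-ratios scaling and -0.0260 after quantile normalization) and, in the direction fry gave, hypoxia genes at P17 (median 0.15) and S phase genes at P24 (median 0.00436). Leaving out each library in turn moved none of 80 summary results by the rules above, and none of 224 single-gene values beyond the replicate SD. For single genes and distances this had to be so, because removing 1 of 2 libraries moves a mean by less than the spread allowed. Some splits by direction did move, as given below. One alternative, the removal of GC content and transcript length trends in ACHN, was chosen after seeing the data, and it gave 1138, 581, 37, 40, 31 and 48 DEGs, in the order of comparisons used next.

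The pseudocount moved the most results, and its construction shows why, since a smaller one enlarges the fold changes of genes near 1 FPKM. With 0.1 in place of 1, DEGs numbered 1623 at P10, 974 at P17, 95 at P24 and 141 at P39 against P3 in ACHN, 67 at P17 against P10 and 110 at P39 against P24. In Renca they numbered 104 at P24 and 225 at P39. At P24 in ACHN, 54 were up-regulated and 41 down-regulated, against 15 and 24 with a pseudocount of 1, so the balance reversed. At P10 in ACHN it reversed too, with 864 and 759 against 579 and 620. Removal of GC content and transcript length trends also reversed it at P10 (589 and 549), and no other alternative did. Genes past the fold change limit without a test numbered 993 at P17, 133 at P24, 189 at P39, 96 at P17 against P10 and 151 at P39 against P24 in ACHN, and 179 at P24, 293 at P39, 959 at P17 against P11 and 110 at P39 against P24 in Renca. DEGs shared in the same direction rose in ACHN to 865 (P10 and P17), 54 (P10 and P24), 36 (P10 and P39), 73 (P17 and P24), 38 (P17 and P39) and 33 (P24 and P39). In Renca they rose to 44 (P11 and P24), 93 (P11 and P39), 41 (P17 and P24), 95 (P17 and P39) and 73 (P24 and P39).

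With a minimum mean of 5 FPKM, Renca had 30 DEGs at P24 and 74 at P39, from fewer genes tested. With log2 of the passage number, the linear term passed for 1731 genes in ACHN and 2394 in Renca. On that scale P17 lies above the mean, so a passing change at P10 or P11 and P17 moves the term less. Whether this made the whole difference was not tested. On the log2(FPKM + 1) scale, PC1 held 74.0% in ACHN and 58.4% in Renca and PC2 6.95% and 20.0%. With DEGs only, PC1 held 97.6% and 80.1% and PC2 0.971% and 13.5%, since genes selected for change between passages enter. Counting only genes at or above 0.1 FPKM, the log10 medians of Renca spanned 0.0508; the cause was not tested. With the estimated gene correlation, 6 lists were past the limit at P10 and 5 at each of P17, P24 and P39 in ACHN, against 10, 11, 10 and 11, and fry gave 15, 13, 10 and 13.

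Without 1 library, genes past the fold change limit in ACHN ranged from 1219 to 1238 at P10, 607 to 663 at P17, 52 to 62 at P24 and 67 to 73 at P39 against P3. In Renca they ranged from 1262 to 1297 at P11, 676 to 704 at P17, 83 to 92 at P24 and 153 to 159 at P39. For the neighbouring steps they ranged from 45 to 60 at P17 against P10 and 64 to 71 at P39 against P24 in ACHN, and from 644 to 692 and 57 to 68 in Renca. At P39 against P24 in ACHN, 34 to 37 of these were up-regulated and 30 to 34 down-regulated, against 35 and 20 with all libraries, so that excess was not kept. The split by direction also moved in ACHN at P24 and P39 against P3 and at P17 against P10. Decreases stayed more numerous at P24 and P39 in each of these fits. At P17 against P10 their excess was lost without P17 replicate 1. Because these fits leave 1 library in a group, only their fold changes are given here, and no test.

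With the replicate number as a block, DEGs numbered 1199, 607, 39 and 45 against P3 in ACHN and 1230, 639, 55 and 130 in Renca, and no named gene or list changed its call. The replicate numbers share only a label: over the 20 pairs of passages, the differences between replicates 1 and 2 correlated with r from -0.040 to 0.063.

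Depth limits the genes near 1 FPKM most, because their values rest on the fewest reads. Of the DEGs in the authors' deposited table, 302 of 2147 at P10 in ACHN and 60 of 167 at P24 lie below 1 FPKM in both passage means.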

Differences from the paper's values

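The counts of DEGs from limma on FPKM were lower than the paper's in 8 comparisons by more than 1.5 times. In ACHN, 579 genes were up-regulated at P10 against the paper's 1,276. At P17 347 were up-regulated against the paper's 854, and 259 down-regulated against the paper's 450. In Renca, 517 were up-regulated at P11 against the paper's 1,168. At P17 295 were up-regulated against the paper's 562, and 342 down-regulated against the paper's 597. At P39 74 were up-regulated against the paper's 201, and 55 down-regulated against the paper's 126. Among the alternatives set before the data were examined, a pseudocount of 0.1 brought 7 of these within 1.5 times of the paper's count: 864 and 615 up-regulated and 359 down-regulated in ACHN at P10 and P17, 407 up-regulated and 493 down-regulated in Renca at P17, and 140 and 85 at P39. For Renca at P11 it gave 689 up-regulated, which did not close the gap. No other alternative closed any of the 8 gaps.

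The paper describes the PCA as a dispersion that grows step by step with passage and the correlations as a progressive divergence. Here the largest distance from P3 was at P10 in ACHN (0.62) and P11 in Renca (0.67), and the smallest at P24 (0.24 and 0.26). On PC1 the P24 and P39 libraries lay on the P3 side in both lines. PC2 of ACHN did run from P3 through P10 to P39, although its P17 and P24 libraries overlapped. On the log2(FPKM + 1) scale, PC2 of ACHN followed the order of the passages. In Renca PC2 followed no such order on either scale.

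For Renca the paper names Loxl3 among genes with changed expression in a heatmap of DEGs. It was not a DEG here at any passage, nor under any alternative that carries a test, and its largest absolute log2 fold change was 0.63, at P24.

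The paper describes activity at intermediate passages as heightened, with the cell cycle, metabolism and responses to stimuli among the processes. At P10 in ACHN the lists for S phase, G2/M phase, glycolysis, oxidative phosphorylation, cholesterol synthesis and stress responses were lower than at P3, with medians from -1.58 (G2/M) to -0.32 (oxidative phosphorylation), while FOXO and quiescence genes had a median of 1.05.

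For ACHN at P10 the paper's text names signal transduction, infectious diseases, global metabolism and the immune system as enriched, while no pathway of these classes is past the q-value limit in the paper's KEGG table. Here the camera test gave adjusted p-values of 0.128 for the MAPK list, 0.202 for the NF-kB list and 0.772 for the interferon list. The fry test, which does not compare a list with the other genes, gave 0.00349, 0.00129 and 0.00165. The lists thus did pass the limit there, with lower medians for the NF-kB and interferon lists. In the paper's KEGG tables for Renca, no pathway of these classes passes at P11 either. A signal transduction pathway, TNF signaling, does pass there at P17 (the paper's q = 7.21e-04) and P39 (the paper's q = 2.44e-04).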

Other observations

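The tests of another cell line, of culture density, of sequencing depth, of the order of the heatmap genes and of testis RNA were chosen only after the results they bear on had been seen. The removal of GC content and transcript length trends was added after seeing the data, with its prediction written ahead of its result.

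Among the comparisons with P3, the largest changes in both lines were those at P10 or P11. Several technical explanations were tested. After removal of trends on GC content and transcript length, limma called 1138 DEGs at P10 in ACHN against 1199 before, and 1031 of these were shared, which argues against such a bias as the whole cause. An unrelated line mixed into the culture or replacing it would bring genes of its own, but 0 genes of ACHN and 2 of Renca went from under 0.1 FPKM in both P3 libraries to at least 5 FPKM in both libraries of P10 or P11. A difference in depth is argued against by ratios of 0.892 in ACHN and 0.988 in Renca. A handling or library effect that changes the same genes in both lines would give correlated changes, and r between them was 0.10 over 1144 genes. An effect that acts on each line separately, or on other genes in each species, is not tested by this r. Such an effect stays open.

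A denser, less proliferating culture at harvest is a candidate explanation of the P10 state in ACHN, where cell cycle genes were lower and FOXO and quiescence genes higher. The test was that YAP target genes, which fall in dense cultures, would fall as a list. They did not, with a median log2 fold change of 0.28 (14 of 23 higher, adjusted p = 0.169 from camera). Since the members go both ways, density and passage cannot be told apart by this list. A biological effect of passage on the cells, such as selection of a slower-cycling subpopulation, stays open and was not tested.

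The genes drawn in Fig. 3 appear to follow the order of their Ensembl numbers. In ACHN, 14 of the 20 genes are called in the authors' deposited table, and they hold the first 14 places by Ensembl number among its 2458 called genes. A random draw of that size would reach about place 2295. The other 6 genes are not called there but also lie within this range of numbers. In Renca, 12 genes are called and lie within the first 14 of 2862. The heatmap genes may thus have been taken from the top of a table sorted by identifier, and they are not a sample of the strongest changes.

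In ACHN, 42 genes stood at least 8 times higher in 1 library of a passage than in the other. Reads moved between overlapping or near-identical genes could cause this. Of these genes 76.2% overlap another gene or share sequence with one, against 71.6% in random draws of genes of the same level, so the share was little raised and the test cannot decide this with 42 genes. The squared difference between replicates was 2.37 to 2.91 times that which counting noise would give. That is above the limit of 1.5 set beforehand, but the test sets single libraries against technical noise and uses assumed lengths. Counting noise and added variation between replicates therefore cannot be told apart.

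Some of these genes are sperm genes found in P3 replicate 2 of ACHN: PRM2 at 22.7 FPKM, TSSK6 at 14.4, CRISP2 at 8.18 and TNP1 at 7.16, against at most 1.45 FPKM in any other library. These prompted a test for RNA from testis with 30 other testis genes, of which 13 were above 0 FPKM in any ACHN library. In P3 replicate 2, 4 of the 13 were highest, among them ODF1 at 1.40 and SMCP at 0.641 FPKM, which were at 0 in the other libraries. The fourth, CMTM2, was only level with another library, at 0.0940 FPKM. If that tie is not counted, 3 of 13 remain, which is under the limit of 0.25 set beforehand for evidence against this explanation. PRM1, TNP2 and LELP1, which are abundant in testis, were listed at 0 in this library, and the summed level of the list was 3.31 FPKM there against 4.61 in the highest other library. With the tie counted neither limit was met, and without it the test turns against testis RNA, so a trace of testis RNA and another source cannot be told apart.

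Genes of low level take a larger part of the calls at late passages. In the authors' deposited table, 14.1% of the genes called at P10 in ACHN and 35.9% of those called at P24 lie below 1 FPKM in both passage means. At P17 and P39 in ACHN the shares are 16.3% and 29.8%. The rise is smaller in Renca, with 17.4% at P11, 16.5% at P17, 22.2% at P24 and 21.7% at P39.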
